A study of Drosophila melanogaster with 8 samples. Its data were reported in "Argonaute2 attenuates active transcription by limiting RNA Polymerase II elongation in Drosophila melanogaster" (2018).

How the data were processed

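Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was performed by the authors for cyclin dependent kinase 9 (CDK9), the kinase subunit of the positive transcription elongation factor P-TEFb, in Kc167 cells, a female embryonic hemocyte line of *Drosophila melanogaster*. Cells were collected 3 days after transfection with either no RNA (mock) or RNA directed against Argonaute2 (siAGO2). Per the labels there were 2 CDK9 libraries and 2 input libraries in each group. A peak list was analysed for each of the 4 CDK9 libraries, and the 4 inputs enter only through the background that the peak caller took from them.

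The authors trimmed single-end reads with cutadapt, aligned them to the dm6 genome with bowtie2, removed reads of low mapping quality with samtools and duplicates with Picard, and called punctate peaks with MACS2 for each replicate separately. They also made a call on pooled replicates, which was not used here. MACS2 settings were stated by the authors for AGO2 and Pol II but not for CDK9, so the extension length and genome size behind these lists are unknown. Removal of reads with several good alignments lowers coverage of repeated sequence, and calling each replicate alone makes the length of a list depend on the depth of that library and of its input.

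Each deposited list has 10 columns and no header. The deposited fold enrichment of a peak is the ratio of reads at its summit to the local background. The deposited significance is given as −log10 of a p-value and −log10 of a q-value, and the lowest −log10 q of the lists lay between 1.31 and 1.38, the range of a threshold of q = 0.05. The deposited score equals 10 times the −log10 q, cut to a whole number. The last deposited column is the position of the summit within the peak. These values per peak are those of the authors, and they were used to describe, rank or filter peaks within a list and, as described next, to recover the reads behind each peak. Where a fold or −log10 q is given for several lists, each is a description of its own list, and no test was made on it. No peaks of a list overlapped each other.

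No read totals were used, but the depth of a library could be recovered from its list. For each peak, the whole number of reads at the summit and the background were sought that give the deposited fold, taken as a ratio with a pseudocount of 1 on each side, and the deposited −log10 p under a Poisson model, with up to 599 reads tried. A solution within 0.0005 of the deposited −log10 p was found for 100% of peaks in all 4 lists. When the p-values were shuffled among the peaks of a list, a solution within that tolerance was found for between 0.436% and 0.703% of peaks. On 500 simulated peaks the reads and background were recovered in 100%. The lowest background of a list is the number of reads that the whole genome gives on average over a position and was taken as a measure of depth. It rests on a small part of each list, as 92 and 76 peaks of mock replicates 1 and 2 and 67 and 44 peaks of siAGO2 replicates 1 and 2 had this background and the others a higher local one. It scales with read number and extension length together.

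Peak lists were set against gene models of Ensembl release 115 for the same assembly, with 18277 genes and 23697 transcription starts on 7 chromosomes (2L, 2R, 3L, 3R, 4, X and Y), without transposable elements. A peak was assigned to a promoter if it overlapped a window of 1500 bp either side of a start, otherwise to an exon, an intron or intergenic sequence in that order. A gene had a peak if its body overlapped 1 by 1 bp or more. Peaks of the 4 lists that overlapped by 1 bp or more were merged into regions. Coordinates are given for dm6, counted from 1.

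The 2 mock libraries were compared with the 2 siAGO2 libraries. Counts, bases, widths, shares and genes were tested with exact permutation tests of the group means, two-sided, for which the smallest possible p is 0.333 with 2 libraries per group. This design cannot reach 0.05. Overlaps were set against the 3 ways to part 4 libraries into pairs and against 1000 random placements of the peaks on their own chromosome, one-sided. Genes with a peak were compared between libraries with Fisher's exact test, two-sided. For the order of sites, regions called in all 4 libraries were ranked by −log10 q within each library, the ranks were turned into normal scores, and limma (lmFit and eBayes) was fitted with Benjamini-Hochberg adjustment. This design was tested on simulated data built from the ranks of the 1022 regions, with noise of SD 0.532 normal scores and 200 regions shifted. No region was called with no shift or with a shift of 1, 138 of the 200 with a shift of 2, and 162 with a shift of 3, beside 8 and 21 regions without a shift of their own. The merging of peaks was tested on 2 lists of 1000 simulated peaks and found 400 of 400 pairs placed to overlap by 1 bp.

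Genes and regions to be named were fixed by a rule set before the data were examined: genes shown or targeted in the study, the 5 regions with the highest mean rank over the libraries, and the 3 highest regions of each direction called in both libraries of one group and neither of the other, each named by the nearest transcription start. Alternatives fixed at the same time were peaks above the median −log10 q of each list, the same number of top peaks from each list, an overlap of 50% of both peaks, peaks within 300 bp merged, 301 bp around each summit, the chromosome arms without Y, other promoter windows and gene sets, fold in place of q, the replicate number as a block, and each library left out in turn.

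For the closing observations, reads at each summit were thinned at random to the depth of another library in 100 draws, sequences were matched to the genome with BLAST, the GC content of exonic regions was set against 1000 sets of random exonic windows, and 6 promoter motifs (GAGA, DRE, Motif 1, TATA box, Initiator and Pause button) were counted in 301 bp around summits within 500 bp of a start. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, R 4.3.3 with limma 3.58.1, and BLAST 2.17.0, with fixed random seeds.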

Results

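The data are genome-wide maps of CDK9 binding in Kc167 cells, made to ask whether loss of AGO2 changes where CDK9, a kinase that acts on paused Pol II, is bound. Peak lists of 2 mock libraries and 2 siAGO2 libraries were compared. The average number of reads over a position of the genome background, recovered from the fold and p-value of the peaks, was 2.29 in mock replicate 1, 1.21 in mock replicate 2, 0.814 in siAGO2 replicate 1 and 0.864 in siAGO2 replicate 2. The deepest library thus had 2.81 times the background of the shallowest, and both siAGO2 libraries were shallower than both mock libraries. The median peak held 21 reads at its summit in mock replicate 1, 16 in mock replicate 2, 15 in siAGO2 replicate 1 and 14 in siAGO2 replicate 2. Median deposited fold enrichment was 3.75 and 4.70 in the mock lists and 5.24 and 4.98 in the siAGO2 lists. The knockdown itself cannot be read from these lists, but the study reported that it checked knockdown efficiency by Western blotting.

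Next, the length of the lists was compared between groups. Mock replicates 1 and 2 had 3103 and 3804 CDK9 peaks, and siAGO2 replicates 1 and 2 had 1707 and 2295. The mean was 3454 ± 495.7 (SD, n = 2) in mock cells and 2001 ± 416 (SD, n = 2) after AGO2 knockdown, a ratio of 0.579 (exact permutation test, p = 0.333). The ranges of the groups did not overlap and the gap between them was 808 peaks, but 0.333 is the smallest p that 2 libraries against 2 can give. Leaving out siAGO2 replicate 1 or 2 moved the ratio most, to 0.665 or 0.494. Bases covered fell from 1087630 ± 320400 to 637618 ± 115500 bp (SD, n = 2; ratio 0.586, exact permutation test, p = 0.333). With the same number of top peaks taken from each list this ratio was 0.838, and the groups then overlapped (exact permutation test, p = 0.667). Median peak width was 223 and 278 bp in the mock lists and 262 and 249 bp in the siAGO2 lists, a ratio of 1.02 that lay within the spread of the mock replicates (exact permutation test, p = 1.0).

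**Figure D1:**
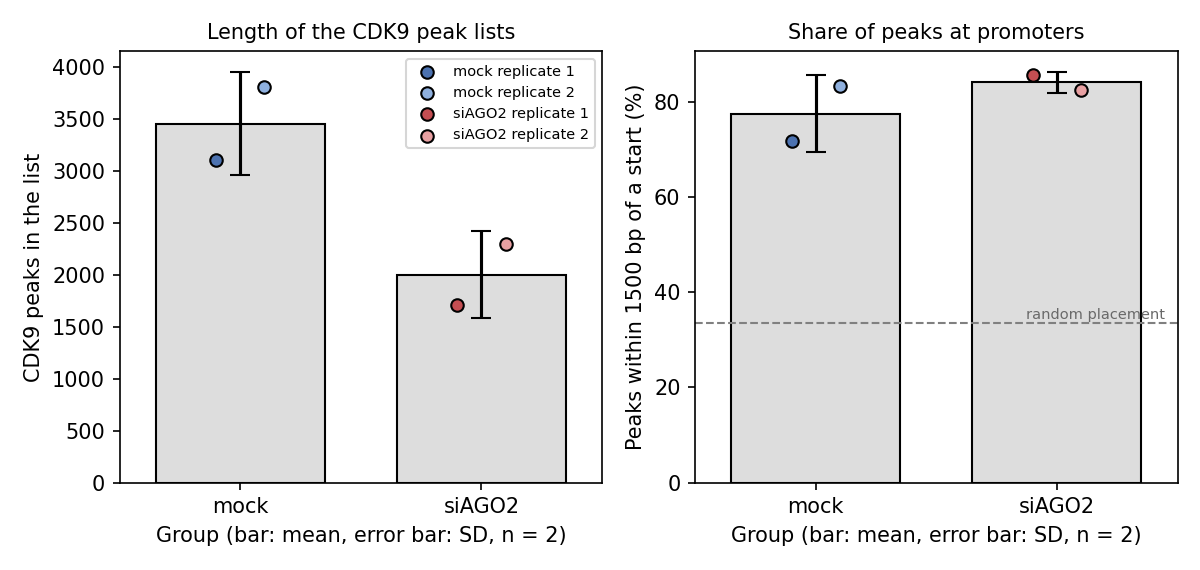
Number of CDK9 peaks per list (left) and percent of peaks within 1500 bp of a transcription start (right), with a point per library, bars for the group mean and error bars for the SD (n = 2 per group). The siAGO2 lists hold 1707 and 2295 peaks and the mock lists 3103 and 3804, while the promoter shares of the groups overlap and all lie above the dashed line of random placement.

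**Figure D2:**
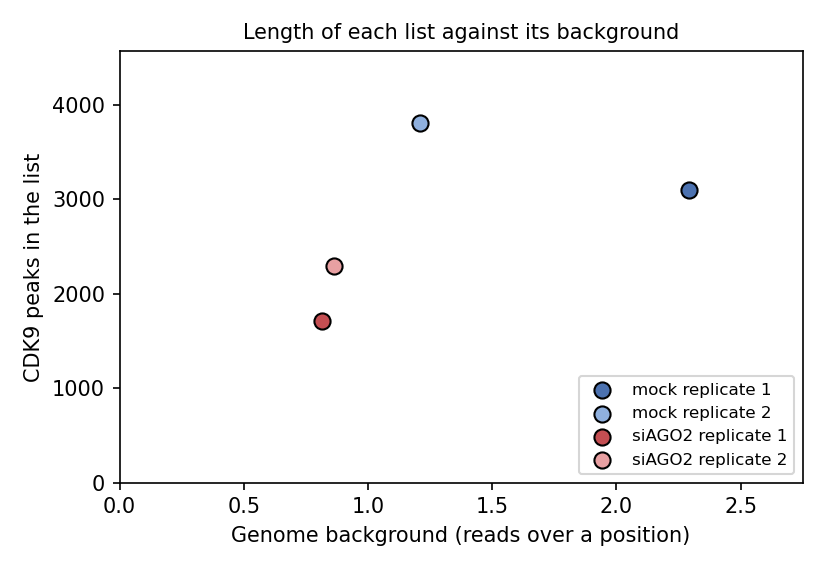
Number of peaks in each list against the reads that the genome background gives over a position, with a point per library. The siAGO2 libraries lie at 0.814 and 0.864 reads, left of both mock libraries, and mock replicate 1 has the highest background (2.29) but fewer peaks than mock replicate 2.

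To compare positions, overlaps between lists were computed as the share of the shorter list with a peak in the other. The mock replicates shared 59.6% of peaks and the siAGO2 replicates 73.4%. Between groups the share was 70.1% and 62.4% for mock replicate 1 with siAGO2 replicates 1 and 2, and 87.8% and 78.4% for mock replicate 2. Mean overlap was thus 66.5% within groups and 74.7% between them, a difference of -8.17 percentage points, and each of the 3 ways to pair the libraries gave a difference as large or larger. The outcome depended on the measure: over the bases of both lists (Jaccard index) it was 2.71 points, with 33.4% for the mock pair, 42.0% for the siAGO2 pair and between 33.1% and 37.4% for pairs across groups. Without mock replicate 2 the difference in shares of the shorter list was 7.14 points. By the Jaccard index, as a share of the longer list (7.97 points) and with the same number of peaks from each list (1.77 points), the pairing by treatment gave the largest difference of the 3 ways, and 0.333 is the smallest share that 3 ways can give. Every pair overlapped far above chance. The observed number of shared peaks was between 33.3 and 66.3 times that of random placement, and between 9.88 and 19.9 times when peaks were placed around transcription starts (one-sided permutation p = 0.001 for each of the 6 pairs, the smallest that 1000 placements can give).

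The 4 lists merged into 5531 regions. Of these, 1022 (18.5%) were called in all 4 libraries, 550 in 3, 830 in 2 and 3129 (56.6%) in 1 library. Of the 1194 regions called in both siAGO2 libraries, 98.1% were also called in a mock library, and of the 1759 regions called in both mock libraries, 80.9% were also called in a siAGO2 library. A total of 336 regions were called in both mock libraries and neither siAGO2 library, and 23 in both siAGO2 libraries and neither mock library, together 359. The other two ways to pair the libraries gave 268 and 203 such regions, and a share of 0.333 is the smallest that 3 ways can give. With the same number of top peaks from each list, the counts by treatment were 77 and 74, together 151, against 140 and 156 for the other pairings, and no excess by treatment was left. These counts rest on calls in both replicates. With 1 library left out, the mock count lay between 436 (without siAGO2 replicate 1) and 1775 (without mock replicate 1) and the siAGO2 count between 37 (without mock replicate 1) and 422 (without siAGO2 replicate 1).

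**Figure D3:**
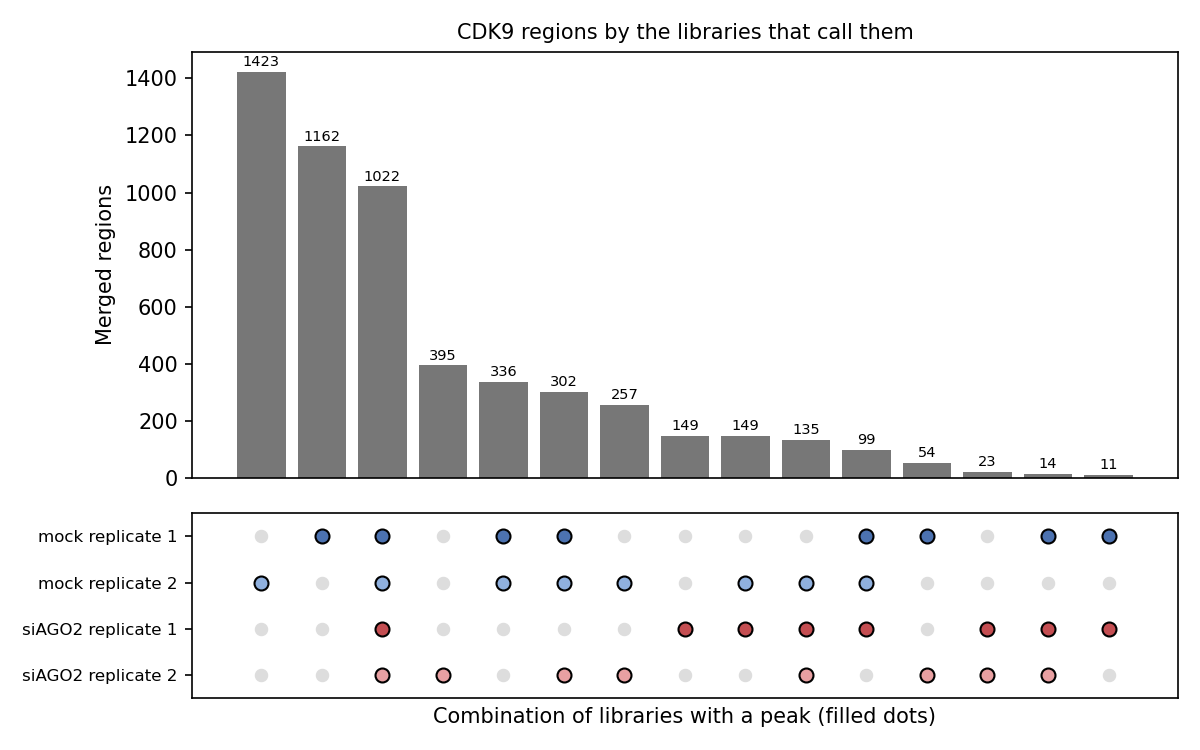
Number of merged CDK9 regions (bars) for each combination of libraries that call them (filled dots below). The 1423 and 1162 regions called in a single mock library and the 1022 regions called in all 4 libraries are the most frequent kinds, and regions of both siAGO2 libraries alone number 23.

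Regions specific to 1 group ranked lower within their lists. The median within-library percentile was 41.0 for the 336 regions of mock cells alone and 22.6 for the 23 regions of siAGO2 cells alone, while regions called in all 4 libraries had a median percentile of 82.9 in the mock lists and 68.9 in the siAGO2 lists. The highest regions of mock cells alone were promoter regions by the rule used here. They lay at *mRpS29* (2R, 22419763 to 22420435; mean percentile 85.0), with the midpoint in an exon 277 bp downstream of the start, at *Inos* (2R, 7458723 to 7459015; mean percentile 85.0), with the midpoint in an exon 5 bp downstream of the start, and at *lncRNA:CR44206* (2R, 13337914 to 13338373; mean percentile 83.0), with the midpoint at -809 bp from the nearest start and in an intron. Their fold enrichment was 7.46 and 8.29, 6.12 and 7.25, and 5.33 and 7.47 in mock replicates 1 and 2. The highest regions of siAGO2 cells alone were also promoter regions. They lay at *foxo* (3R, 14057518 to 14057697; mean percentile 64.8), with the midpoint in an intron at -311 bp from the nearest start, at *Prosalpha7* (2R, 9847459 to 9847907; mean percentile 60.7), with the midpoint in an intron 153 bp downstream of the start, and at *CG6287* (2L, 11155671 to 11155914; mean percentile 45.4), with the midpoint in intergenic sequence at -72 bp.

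To ask whether AGO2 knockdown reorders CDK9 sites, within-library ranks of the 1022 regions called in all 4 libraries were compared. No region differed between groups after adjustment (limma, smallest adjusted p = 0.671), and 66 had an unadjusted p under 0.05, where chance gives 51.1. The other two ways to pair the libraries gave 42 and 43 regions with an unadjusted p under 0.05. Spearman's rho of the ranks across regions, which are not independent replicates, was 0.770 for the mock pair, 0.668 for the siAGO2 pair and between 0.671 and 0.727 across groups. Without siAGO2 replicate 2, 96 regions had an unadjusted p under 0.05 and none passed adjustment. On simulated ranks a shift of 1 normal score was not detectable at this number of libraries.

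The 5 regions with the highest mean rank over the 4 libraries, which are near the top of each list by this choice, lay at the promoters of *ttk* (3R, 31712899 to 31714339), *CG31522* (3R, 4452176 to 4454101), *RhoGAP18B* (X, 19152977 to 19154834), *Pde8* (2R, 23666522 to 23667562) and *CG1146* (3L, 2489837 to 2490466). Their midpoints lay at -248, 177, -448, -93 and -68 bp from the nearest start, in intergenic sequence at *ttk*, in exons at *CG31522* (of the antisense RNA *CR43629*) and *RhoGAP18B*, and in introns at *Pde8* and *CG1146*. Fold enrichment at *ttk* was 23.2 and 46.2 in mock replicates 1 and 2 and 23.8 and 36.8 in siAGO2 replicates 1 and 2. The normal score of *ttk* differed by -0.161 ± 0.363 (SE) in siAGO2 cells and that of *CG31522* by 0.376 ± 0.364 (SE), neither past adjustment (limma, adjusted p = 0.942 and 0.910). The summit at *ttk* in mock replicate 2 lay at position 31713564 of 3R, and the 61 bp around it (31713534 to 31713594) read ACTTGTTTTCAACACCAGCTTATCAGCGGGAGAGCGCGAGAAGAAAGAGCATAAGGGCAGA. GAGAG occurred 27 times on either strand of this region. It occurred 14, 17, 16 and 6 times in the regions at *CG31522*, *RhoGAP18B*, *Pde8* and *CG1146*. These regions differ in width, and no chance value was computed for the counts.

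CDK9 peaks lay mainly at promoters. The share of peaks within 1500 bp of a start was 71.9% and 83.3% in mock replicates 1 and 2 and 85.7% and 82.6% in siAGO2 replicates 1 and 2, up to 2.55 times that of random placement and above it in all 4 (one-sided permutation p = 0.001 in each library). The group means, 77.6% ± 8.11 and 84.2% ± 2.19 (SD, n = 2), differed by 6.56 percentage points, less than the spread of the mock replicates (exact permutation test, p = 0.667). This difference rested on mock replicate 1. It was 0.827 points without that library and 12.3 points without mock replicate 2. It also depended on the window. With 500 bp either side it was 8.30 points (exact permutation test, p = 0.667). With 1500 bp upstream only it was 9.96 points (exact permutation test, p = 0.333, the smallest possible). Mock replicate 1 had 16.2% of its peaks in exons, against 13.9% for its own random placement. The exon share was 5.73%, 2.29% and 5.49% in mock replicate 2 and siAGO2 replicates 1 and 2. Promoter shares were 85.3% among regions called in all 4 libraries and 70.2% among regions called in 1. Summits within 500 bp of a start had a median position of 51 and 50 bp downstream in the mock lists, and -12 and 17 bp in siAGO2 replicates 1 and 2.

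**Figure D4:**
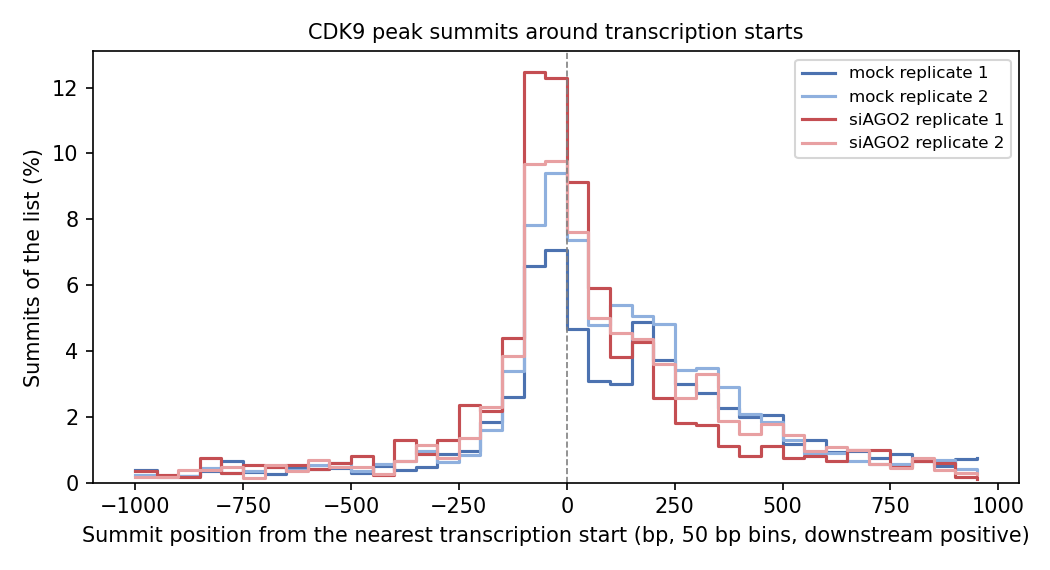
Position of CDK9 peak summits relative to the nearest transcription start, in bins of 50 bp with downstream positive, as the percent of all summits of a list, with a line per library. The highest bin starts at -50 bp in mock replicates 1 and 2 and siAGO2 replicate 2 (7.06%, 9.41% and 9.76% of summits) and at -100 bp in siAGO2 replicate 1 (12.5%).

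At the level of genes, 2355 and 2898 genes had a peak in mock replicates 1 and 2, and 1340 and 1811 in siAGO2 replicates 1 and 2, a ratio of group means of 0.600 (exact permutation test, p = 0.333). With the same number of top peaks from each list the ratio was 0.947. Genes with a peak were shared by all pairs of libraries, with odds ratios between 25.4 for the mock pair and 99.2 for mock replicate 2 with siAGO2 replicate 1 (Fisher's exact test). All 6 p-values were too small for the computation to tell from 0, and genes are not independent replicates. A total of 906 genes had a peak in all 4 libraries, 329 only in both mock libraries and 15 only in both siAGO2 libraries. Of the 1054 genes with a peak in both siAGO2 libraries, 98.6% had one in a mock library.

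Genes that the study displayed or targeted were examined in each library. *vri* (2L, 5288944 to 5311223), *Socs36E* (2L, 18138675 to 18152417), *Traf4* (2L, 4361925 to 4380716) and *AGO2* (3L, 15554113 to 15561042) had a peak in all 4 libraries. *betaTub60D* (2R, 24305881 to 24313099) and *cv-2* (2R, 21355015 to 21379464) had one in both mock libraries and in siAGO2 replicate 2 only. At *betaTub60D* the peak spanned the start, with its summit at -78, -28 and 16 bp, and its within-list percentile was 84.1 and 84.5 in mock replicates 1 and 2 and 29.6 in siAGO2 replicate 2. At *vri* the highest peak lay 4116 and 4183 bp downstream of the nearest start in the mock lists and 4014 and 4147 bp downstream in the siAGO2 lists, at percentiles of 84.3 and 84.1 against 73.3 and 73.4. At *Socs36E* the order was the other way, with percentiles of 62.2 and 80.0 in mock and 76.2 and 89.3 in siAGO2 replicates 1 and 2. No test was made on single genes, and percentiles of shared regions were lower in the shorter siAGO2 lists in general. Within 1500 bp of a start, *cv-2* had a peak in all 4 libraries. The *AGO2* gene itself carried a peak between 221 and 358 bp downstream of its start. *Cdk9* (2R, 22636063 to 22637727) had a peak only in siAGO2 replicate 2, at percentile 12.9 of that list.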

Values the study reported

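The study reported 8416 CDK9 peaks in Kc cells. It gave 74% as the part of CDK9 occupancy that overlaps AGO2 binding, with an odds ratio of 19. CDK9 was found by the study at 374 of 744 genes inhibited by AGO2 (odds ratio 4.8) and at 94 of 196 genes promoted by it (odds ratio 4.1). In its differential ChIP-seq analysis, the study reported that CDK9 on chromatin did not change after AGO2 depletion. That analysis compared reads, a different measure from the peak lists used here.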

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

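The overlap without each library was chosen after seeing the data, and all other alternatives before the data were examined. Lower numbers of peaks, bases and genes in siAGO2 cells kept their direction under every alternative run, and so did the promoter share, its excess over random placement and the overlap of lists above chance. With 2 libraries per group no exact test could pass a threshold, so this says nothing about significance. Leaving out a library could not have reversed the numbers of peaks, bases or genes, as the ranges of the groups did not overlap. Peaks above the median −log10 q shorten every list in the same proportion, so the ratio of peak numbers was fixed there. The difference in promoter share by replicate number was 13.84 points for number 1 but -0.719 points for number 2. Without each library in turn, the ratio of peak numbers lay between 0.494 and 0.665 and that of genes between 0.510 and 0.690.

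With the same number of top peaks from each list, which removes the difference in length by construction, the ratio of genes moved from 0.600 to 0.947, the ratio of median widths from 1.02 to 0.786, the overlap within minus between groups from -8.17 to 1.77 points, and the regions of 1 group alone from 336 and 23 to 77 and 74. The overlap difference was also above 0 as a share of the longer list (7.97 points) and as a Jaccard index (2.71 points); the cause was not tested. Peaks above the median −log10 q left 193 and 6 regions of mock and siAGO2 cells alone, as fewer peaks enter, and an overlap of 50% of both peaks gave 58 for siAGO2 cells (cause not tested).

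Leaving out each library gave width ratios between 0.919 and 1.146, overlap differences between -19.3 and 7.14 points, mock regions between 436 and 1775 and siAGO2 regions between 37 and 422; the region counts rise because a single library then stands for its group. For the width and the overlap the cause was not tested.

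The replicate number was tried as a block. Deviations from the group means did not go together in libraries of the same number (r = 0.00101 over 1022 regions), so the libraries share only a number. With the replicate block the ratios were 0.576 for peaks and 0.594 for bases (exact sign-flip permutation, p = 0.5, the smallest it can give), 1.03 for width and 0.596 for genes, and 2 regions passed adjustment in limma against 0 without it, with 78 and 66 at an unadjusted p under 0.05. The other fits of ranks with 2 libraries per group (fold in place of q, plain percentile, regions in at least 3 libraries) called 0 regions. At an unadjusted p under 0.05 there were 66 and 80 of 1022 regions by fold and by plain percentile. Among the 1572 regions in at least 3 libraries there were 117, where chance gives 78.6. Fits with a library left out rest on 1 library in a group and decide little.

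Among named genes, peaks above the median −log10 q left a peak at *betaTub60D* and *AGO2* in 2 libraries each and at *Cdk9* in 0, and *Cdk9* also had 0 with the same number of peaks from each list. By fold in place of q, the mean percentile moved to 72.8 for the region at *foxo*, 53.0 at *CG6287* and 91.5 at *mRpS29*. Depth was not separated from the groups, since both siAGO2 libraries have a lower background than both mock libraries.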

Other observations

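The test of depth in mock replicate 1 and the motif control matched for GC content were chosen after the values they use were seen.

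Shorter siAGO2 lists went with lower depth. The higher background of the siAGO2 libraries was 0.864 reads over a position, below the 1.21 reads of the shallower mock library, which is consistent with depth as a source of the difference. Missing sites were also the weak ones. Of regions called in both mock libraries, the highest 440 by rank were called in a siAGO2 library in 100% of cases (exact 95% interval 99.2% to 100%) and the lowest 440 in 51.4% (46.6% to 56.1%), so a calling threshold may account for the missing regions. Whether depth alone could give the difference was examined by thinning reads at the called summits. Thinning matched the genome background only, and the depth of the inputs was not matched. A thinned peak counted as callable if it reached the lowest −log10 p of the list whose depth was matched. This cutoff was 3.695 and 3.514 in siAGO2 replicates 1 and 2, stricter than the 3.325 and 3.271 of mock replicates 1 and 2. Mock replicate 1 kept 2419.5 callable peaks on average at the background of mock replicate 2, whose own list has 3804, a difference of 1.57 times, where the lists as they stand differ by 1.23 times. SiAGO2 replicate 2 kept 1.33 times the number of siAGO2 replicate 1 at the background of the latter. The groups as they stand differ by 1.73 times. At the background of siAGO2 replicates 1 and 2, mock replicate 1 kept 0.940 and 0.780 times the observed siAGO2 numbers and mock replicate 2 kept 1.90 and 1.5 times. From these lists alone, depth, antibody enrichment and an effect of AGO2 on CDK9 cannot be told apart. Depth follows the groups, libraries of 1 group differ too, and the thinned mock lists gave unlike numbers. The study's own analysis of reads, quoted above, reported no change of CDK9. Thinning can only remove called peaks, so sites that would pass by chance are not counted. The thinned numbers may thus be too low, and 0.940 and 0.780 for mock replicate 1 do not show a shorter list than in siAGO2 cells.

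Mock replicate 1 stood apart from the other libraries in where its own regions lay. It had 1162 regions of its own, 36.3% of them in exons outside promoters, against 9.14%, 4.03% and 14.7% of the single-library regions of mock replicate 2 and siAGO2 replicates 1 and 2. As a test of depth, promoter shares were compared. Of its own regions 52.7% lay at promoters, against 81.4% of those of mock replicate 2. Which kind of sites more reads alone would add was not measured, so these shares cannot decide whether depth is the source. GC content is a candidate source: its 422 exonic regions had a median GC content of 62.3%, while random exonic windows of the same widths had 49.1% ± 0.671 (SD of 1000 sets), and no set was as high. Exonic regions of mock replicate 2 alone (130 regions, 59.4%) and of siAGO2 replicate 2 alone (58 regions, 59.9%) were also rich in GC, so the trait is shared, and mock replicate 1 differs in the number of such regions. The 6 exonic regions of siAGO2 replicate 1 alone (54.2%) lay within the spread of random sets. No biological explanation was tested, as the other library of the same group does not share the pattern.

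Summits in the siAGO2 lists lay nearer to the start than in the mock lists. This could be an effect of which sites were called. Shared sites were examined over 572 regions with a single peak in each of the 4 libraries and all summits within 500 bp of the start. The median siAGO2 minus mock position was -0.25 bp. Single regions went both ways, 50.0% of them upstream and 49.5% downstream. Medians for single pairs of libraries were -4, 0, 2.5 and 4 bp across groups, -1 bp between the mock and 0 bp between the siAGO2 replicates. Summits of these regions lay at a median of -32.5, -40, -39 and -40.5 bp in mock replicates 1 and 2 and siAGO2 replicates 1 and 2. The list medians were 51 and 50 bp in mock and -12 and 17 bp in siAGO2 replicates 1 and 2. For these 572 regions the values thus argue against a common movement of CDK9 as the source of that difference. Movement at single regions, or at sites not called in all 4 libraries, stays open.

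The X chromosome held more peaks for its length and its number of transcription starts than 2L, 2R, 3L or 3R. Between 24.0% and 25.2% of peaks lay on X, which has 16.5% of transcription starts. A higher density of starts was tested as the reason and the values argue against it: peaks per 1000 starts on X exceeded the highest of 2L, 2R, 3L and 3R by between 1.36 and 1.57 times. It was seen in all 4 libraries. A higher share of active promoters on X stays open and was not tested, and no biological explanation was tested.

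Peaks on Y, which a female line lacks, formed 7 regions. All 7 matched sequence off the Y with 90% identity or more over 50 bp or more, on the major arms as well as on unplaced sequence, so reads from near-identical copies elsewhere may be their source. The most widely called region, at 1642328 to 1642591 within *Ppr-Y*, was found in 3 libraries and matched the arms over 257 bp at 99.2% identity. No biological explanation was tested.

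GAGAG was more frequent around promoter summits than at promoters without a peak. It was present in 52.5%, 49.4%, 62.2% and 55.8% of windows in mock replicates 1 and 2 and siAGO2 replicates 1 and 2, against between 29.7% and 32.2% of windows of the same width and offset from starts without a peak. The odds ratio was lowest in mock replicate 2, at 2.31 (Fisher's exact test, adjusted p = 1.96e-46 over 24 comparisons). Windows at summits were richer in GC, and with controls matched for GC the odds ratios were between 1.68 and 2.42. Other orders of the same 5 bases were compared only with controls not matched for GC. They reached at most 1.95 there, where GAGAG had between 2.31 and 3.61. A link of CDK9 sites with the GAGA element may follow, as a hypothesis, but it is not specific to this motif, and promoters without a peak are also likely less active, and activity was not measured here. Of the other motifs, odds ratios were between 2.07 and 2.53 for DRE, 1.49 and 2.21 for Motif 1, 1.98 and 2.28 for Pause button, 0.739 and 0.824 for Initiator and 0.260 and 0.333 for the TATA box. With GC matched they were between 4.12 and 7.99 for DRE and 2.84 and 3.33 for Motif 1, above those of GAGAG, and between 1.34 and 1.54 for Pause button, 0.695 and 0.794 for Initiator and 0.704 and 0.805 for the TATA box.

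The merged regions of the 4 lists numbered 5531. That is lower than the number of CDK9 peaks quoted from the study above, which rests on a call with pooled replicates, a different measure.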
